# Quality assurance of hematopoietic stem cells by macrophages determines stem cell clonality*

**DOI:** 10.1126/science.abo4837

**Published:** 2022-09-22

**Authors:** Samuel J. Wattrus, Mackenzie L. Smith, Cecilia Pessoa Rodrigues, Elliott J. Hagedorn, Ji Wook Kim, Bogdan Budnik, Leonard I. Zon

## Abstract

Tissue-specific stem cells persist for a lifetime and can differentiate to maintain homeostasis or transform to initiate cancer. Despite their importance, there are no described quality assurance mechanisms for newly formed stem cells. We observed intimate and specific interactions between macrophages and nascent blood stem cells in zebrafish embryos. Macrophage interactions frequently led to either removal of cytoplasmic material and stem cell division, or complete engulfment and stem cell death. Stressed stem cells were marked by surface Calreticulin, which stimulated macrophage interactions. Using cellular barcoding, we found that calreticulin knock-down or embryonic macrophage depletion reduced the number of stem cell clones that established adult hematopoiesis. Our work supports a model in which embryonic macrophages determine hematopoietic clonality by monitoring stem cell quality.

## One-Sentence Summary

Macrophages selectively expand or eliminate individual stem cells during development on the basis of surface Calreticulin.

Tissue stem cells born during embryogenesis support homeostasis for life. Despite the importance of these cells for proper tissue function, there are no described quality assurance mechanisms for newly formed stem cells. To explore this possibility, we studied zebrafish embryonic blood development. Hematopoietic stem and progenitor cells (HSPCs) emerge from the ventral wall of the dorsal aorta (VDA), enter circulation, and lodge in the embryonic niche - a vascular plexus called the caudal hematopoietic tissue (CHT) (1, 2). HSPCs rapidly expand in the CHT for 3 to 4 days before migrating to the kidney marrow, the adult hematopoietic niche. In both niches, HSPCs interact with a variety of cell types, including vascular endothelial cells, mesenchymal stromal cells, and macrophages (MΦs) (3–6). *In vivo* clonal labeling shows that 20 – 30 of the hematopoietic stem cell (HSC) clones born in the VDA ultimately give rise to the adult blood system (7). It remains unclear if nascent HSCs from the VDA undergo quality assurance before establishing adult hematopoiesis. Here, using live imaging and cellular barcoding, we found discrete interactions between stem cells and embryonic macrophages that regulated the number of long-lived hematopoietic stem cells clones that produce blood in adulthood.

## Results:

### Macrophages interact with nascent HSPCs in the CHT

Macrophages help maintain homeostasis by modulating inflammation, producing cytokines, and patrolling to clear dead, stressed, or aged cells (8–10). Given these roles in somatic tissue, the enrichment of macrophages in the CHT, and previous observations between macrophages and hematopoietic cells (6), we investigated macrophage function in the niche. We undertook high-resolution live imaging using *mpeg1:mCherry;runx1+23:EGFP* zebrafish embryos with mCherry^+^ macrophages and EGFP^+^ HSPCs (4, 11). Shortly after lodgment in the CHT, HSPCs were contacted by a nearby macrophage and their surfaces were scanned. These interactions sometimes resulted in the uptake of fluorescent HSPC material by the macrophage (Fig. 1A; Movie S1). From 56 to 106 hours post-fertilization (hpf), approximately 20–30% of HSPCs were engaged by a macrophage at any timepoint (Fig. 1B). These interactions were specific to HSPCs; macrophage engagement with erythrocytes and endothelial cells was significantly lower (0.6 – 3.9% of erythrocytes and 0.5 – 6.7% of endothelial cells) (Fig. S1A). Macrophages contacted HSPCs for up to 45 minutes - sometimes taking up fluorescent HSPC material. We classified interactions into three types: prolonged cell-cell contact, “grooming” during which the HSPC was left intact but had a small portion of cellular material taken up by the macrophage, or “dooming” during which the HSPC was fully engulfed and destroyed by the macrophage (Movie S2). We also found similar interactions with other HSPC-reporters *cd41:GFP* and *cmyb:GFP* (Figs. S1D–E). To examine if macrophage-HSPC interactions occurred in mammals, we studied E14.5 murine fetal liver sections by immunofluorescence and found that 33% of c-Kit^+^ hematopoietic cells were in contact with F4/80^+^ macrophages. This included c-Kit^+^ cells being pinched or fully engulfed by macrophages, similar to our observations in zebrafish (Fig. S1F). Overall, these data identify novel macrophage-HSPC interactions in the embryonic hematopoietic niche.

To better characterize macrophage-HSPC interactions, we tracked individual HSPCs in the CHT at 2- or 3-days post-fertilization (dpf) and recorded macrophage interactions. We found that 70% of HSPCs experienced prolonged macrophage contact over a 3-hour imaging period (Fig. 1C). Within this timeframe, 13% of these HSPCs were groomed and 13% were doomed. Some HSPCs were contacted by macrophages multiple times and underwent grooming or dooming after repeated interaction, suggesting that the majority of HSPCs may eventually undergo grooming or dooming at some point during the 3–4 days that they occupy the CHT. Eighty-one percent of HSPC divisions occurred within 30 minutes of grooming or prolonged contact (Fig. 1D). Using the *Tg(EF1a:mAG-zGem(1/100))^rw0410h^* (Fucci) transgene (12) labeling cells in S/G2/M phases of the cell cycle, we found that approximately 65% of Fucci^+^ HSPCs contacted macrophages, compared to only 16% of Fucci^−^ HSPCs (Fig. 1E). We next assessed the viability of HSPCs engulfed by macrophages. Staining for cell death with Acridine Orange or an Annexin V-YFP construct (13) showed almost no apoptotic HSPCs in the CHT that were not already engulfed by macrophages (Figs. S1B–C). Only after full engulfment did HSPCs exhibit apoptosis (Movie S3). Together these data identify a set of macrophage-HSPC interactions that either precede HSPC division or death.

### A subset of primitive macrophages regulates stem cell clone number

As we saw proliferation following macrophage-HSPC interactions, we next sought to determine if this might influence the number of stem cell clones contributing to adult hematopoiesis. We used TWISTR (tissue editing with inducible stem cell tagging via recombination) (14) to combine morpholino mediated gene knock-down with Zebrabow HSC color labeling. *Zebrabow-M;draculin:CreER^T2^* embryos enable unique lineage labeling of individual HSC clones at 24 hpf (Fig. 2A) (7, 15). To deplete embryonic macrophages, we injected the *irf8* morpholino to block macrophage formation (16) or delivered clodronate liposomes to ablate macrophages at various timepoints: 28 hpf, before HSPC emergence in the VDA, 48 hpf, before HSPC lodgment in the CHT, 72 hpf, after HSPC lodgment in the CHT, 96 hpf, after HSPCs have doubled (4), or 120 hpf, as HSPCs start to colonize the marrow. Zebrabow analysis of adult marrow myelomonocytes revealed a consistent reduction in hematopoietic clonality compared to sibling controls when macrophages were depleted before 96 hpf (Fig. 2B). These results demonstrate that embryonic macrophages regulate HSC clone number after VDA emergence and niche colonization until at least one round of amplification has completed.

To better understand the mechanism and cellular consequences of macrophage-HSPC interactions, we pursued transcriptomic analysis of niche macrophages. Because macrophages can take up fluorescent material from HSPCs, we reasoned it would be possible to identify interacting macrophages by their fluorescence profile. Indeed, flow cytometry of dissociated *mpeg1:EGFP;runx1+23:mCherry* embryos revealed a rare population of EGFP^+^mCherry^+^ cells morphologically consistent with macrophages containing HSPC fragments (Fig. 2C). We dissected embryonic zebrafish tails and purified interacting macrophages (EGFP^+^mCherry^+^) and non-interacting macrophages (EGFP^+^mCherry^−^) for single-cell mRNA sequencing. We identified a single population of macrophages which segregated by both gene expression and mCherry fluorescence (Fig. 2D). These cells were enriched for genes associated with engulfment, lysosomal degradation, and cholesterol transport and were marked by genes including *hmox1a, ctsl.1, slc40a1, lrp1ab,* and *c1qa* (Fig. 2D; Fig. S2A). We validated these data with a fluorescent cholesterol mimic, Lysotracker dye, and *in situ* hybridization (Figs. S2B–D). Together, these data show that a transcriptionally distinct and relatively homogenous subset of macrophages engage HSPCs in the CHT.

### Surface Calreticulin drives macrophage-HSPC interactions

To gain insight into the proteinaceous material taken up by macrophages, we pursued a modified form of single-cell proteomics called few-cell proteomics (17) to compare interacting to non-interacting macrophages. We identified 203 peptides enriched in interacting macrophages, potentially representing a repertoire of proteins either involved in the process of macrophage-HSPC interaction or taken directly from HSPCs. To identify molecular patterns recognized on HSPCs, we excluded peptides with enriched transcripts in interacting macrophages and compared the remaining peptides to the Cell Surface Protein Atlas (18). Notably, surface peptides enriched in interacting macrophages included three Calreticulin paralogs: *calr, calr3a,* and *calr3b* (Fig. 3A). Though Calreticulin is widely expressed and typically functions as a chaperone protein in the endoplasmic reticulum, it can also sometimes be displayed on the cell surface as an “eat-me” signal (9, 10, 19). Based on our proteomic results, we hypothesized that HSPCs could display surface Calreticulin, stimulating macrophage interactions. We found that 30% of HSPCs at 72 hpf exhibited classic punctate surface Calreticulin staining (20) (Fig. 3B), similar to the percentage of HSPCs interacting with macrophages *in vivo* (Fig. 1B). Additionally, the canonical surface Calreticulin binding partners, *lrp1ab* and *c1qa,* were transcriptionally enriched in interacting macrophages (Fig. 2D). Together, Lrp1ab and C1qa contact Calreticulin and form a bridging complex to initiate phagocytic activity (10, 20, 21). These results show that Calreticulin decorates the surface of HSPCs and may promote macrophage interaction.

To study the role of Calreticulin in macrophage-HSPC interactions, we used morpholinos to knock-down Calreticulin gene expression. Knock-down of *calr3a* or *calr3b* significantly reduced the percentage of HSPCs engaged by macrophages (Fig. 3C). This effect was reversed in genetic rescue experiments (Figs. S3A–B). We then generated parabiotic fusions of embryos with or without Calreticulin knock-down and found that knock-down HSPCs had reduced interactions with control macrophages. In contrast, control HSPCs had normal levels of interaction with Calreticulin knock-down macrophages, indicating that Calreticulin presentation is HSPC-autonomous (Figs. S3C–D). Next, we tested the effect of constitutively surface-translocated Calreticulin expressed under the HSPC-specific *runx1+23* enhancer (4) (Fig. 3D). Injecting this construct to early embryos generated mosaic animals, which permitted direct comparison of HSPCs with or without Calreticulin overexpression. HSPCs overexpressing *calr, calr3a,* or *calr3b* were 3 to 5-fold more likely to interact with macrophages compared to non-overexpressing HSPCs in the same embryo (Fig. 3E). When *calr3a* or *calr3b* were knocked down, prolonged contact, grooming, and dooming interactions all decreased, with a more severe decrease in dooming (Fig. S3E). In contrast, nearly all cells overexpressing Calreticulin were doomed (Fig. S3F). Taken together, these data show that surface Calreticulin promotes macrophage-HSPC interactions and suggest that differing levels of Calreticulin determine whether an HSPC experiences prolonged contact, is groomed, or is doomed.

To determine if Calreticulin-dependent interactions during development were responsible for regulating HSC clonality into adulthood, we knocked down *calr3a* or *calr3b* and color labeled HSCs at 24 hpf. Adult Zebrabow analysis of morphants showed a significant reduction in the number of HSC clones compared to sibling controls (Fig. 3F). These data show that Calreticulin-dependent interactions in development support a greater number of long-lived HSC clones.

### Macrophages buffer HSPC stress and promote divisions

We next assessed Calreticulin function in HSPC development. To analyze changes to HSPC emergence, we injected the *irf8, calr3a,* or *calr3b* morpholino into *cd41:GFP;kdrl:mCherry* embryos to visualize the endothelial-to-hematopoietic transition (22). Quantification of EGFP^+^mCherry^+^ cells in the VDA revealed no significant difference in HSPC budding (Fig. S4A). Serial imaging of *cd41:GFP^+^* cells over early development revealed that knock-down of *calr3a* or *calr3b* did not affect HSPC numbers through 60 hpf, but later reduced HSPCs at 72 and 84 hpf (Figs. S4B–C). This was not due to apoptosis or altered trafficking to the kidney marrow (Figs. S4D–E). Rather, depletion of macrophages or knock-down of *calr3a* or *calr3b* significantly reduced the fraction of proliferative HSPCs in the CHT at 72 hpf, as measured by EdU incorporation (Fig. 4A). This corroborates the association of macrophage-HSPC interactions with HSPC division identified by live imaging (Figs. 1D–E). These data show that Calreticulin-dependent macrophage-HSPC interactions serve to expand and maintain HSPCs during early development by promoting proliferation in the CHT.

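Cells carrying the runx1+23:mCherry transgene were sorted at 72 hpf from embryos injected with the standard control or the irf8 morpholino and sequenced by SORT-seq, in which single cells are sorted into 384-well plates and transcripts are counted by unique molecular identifiers (UMIs). There were 5 plates and 1920 wells. On each plate wells 1 to 188 were assigned to standard control and wells 189 to 384 to irf8 morphants, so that position and morpholino changed together. The authors' tables give the estimated number of transcripts per gene and well, corrected for collisions between UMIs and not scaled for depth. The aligner and the genome annotation were not found in the main text, and the supplementary methods were not read here. Cells with at least 1000 UMIs on genes were kept, which left 467 of 940 standard control wells and 466 of 980 irf8 wells. Kept cells per plate numbered 34 to 151 for standard control and 10 to 143 for irf8 morphants, and the median kept cell had 4763 and 6910 UMIs. Counts of kept cells were summed per plate and morpholino, giving 10 sums of 91151 to 2078384 UMIs, with medians of 780050 for standard control and 1218908 for irf8 morphants. On plate 3 a single cell gave 48.6% of the UMIs of the standard control sum, and on plate 5 a single cell gave 37.3% of the irf8 sum. The plate was taken as the replicate (n = 5), since cells of one plate are not independent. Whether the plates came from separate clutches or sorts is not known here, and the spread is that between plates.
The transcript of the targeted gene (IRF8, ENSDARG00000056407) gave 4 UMIs in 3 standard control cells and 12 UMIs in 7 irf8 cells, too few for a test, and the morpholino's effect cannot be read from this count. Clustering of the 933 kept cells gave 15 clusters. One cluster of 99 cells, 10.6% of those kept, was named HSPC-like from 4 of 9 marker genes (myb, fli1a, hmga1a and kita). By the same rule 2 of 8 lymphoid markers counted for it (ikzf1 and ccr9a), and its 10 leading genes held 1 HSPC marker (MYB) and 1 lymphoid marker (CCR9). Of its cells 57.6% had a UMI of myb, 37.4% of CCR9 and 0% of rag1. The rule does not tell HSPCs from early lymphoid cells here, and the name is provisional. Erythroid-like clusters held 45.4% of the kept cells, muscle-like 10.6%, mesenchyme-like 10.4% and neural-like 9.54%. The leading genes of the mesenchyme-like cluster included the cartilage genes COL2A1, col11a1b, col9a3 and MATN4 next to 1 mesenchyme marker (COL5A1). No cartilage class had been set, so this name is provisional too. The neural-like cluster had 6 of 7 neural markers by the rule but 0 among its 10 leading genes, which included ins and NEUROD1. Its name is also provisional. The clustering and naming rule used here were settled after earlier versions had been compared with the morpholinos in view.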

To molecularly evaluate the effect of macrophage interactions on HSPCs and the qualities that lead to surface Calreticulin, we injected *runx1+23:mCherry* embryos with the *irf8* or control morpholino and performed single-cell mRNA-seq on HSPCs at 72 hpf. This analysis identified a population of HSPCs enriched in *irf8* morphants marked by genes associated with FoxO activity and cellular senescence (Figs. 4B–C). 

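Over all kept cells, 7141 genes were tested between morpholinos by edgeR's quasi-likelihood test with the plate as a block. At an adjusted p of 0.05, 1 gene was called, and 671 genes had an unadjusted p below 0.05. The called gene, si:dkey-238c7.12 (ENSDARG00000095556), had 1269 ± 887 CPM (counts scaled to the library size) in standard control sums (SD, n = 5) and 279 ± 171 in irf8 sums (SD, n = 5), a log2 fold change of -2.08 (standard error 0.18, edgeR adjusted p = 0.0166), and it was lower in irf8 morphants on 5 of 5 plates. Its call was lost without any one of plates 1 to 4. The number of called genes moved most without a filter on low counts, to 356.
For FoxO activity and senescence, gene lists written by hand after the pathway names in Fig. 4C were tested by camera, with Benjamini-Hochberg adjustment over 19 lists. The FoxO signaling pathway list (77 genes tested) had a median log2 fold change of -0.06 and an adjusted p of 0.917 by camera in limma. The FoxO target list (29 genes) had a median of -0.37 and an adjusted p of 0.317 by the same test. For the cellular senescence list (82 genes) the test pointed up with an adjusted p of 0.321 in limma, while its median was -0.01 and its mean -0.04. None of these 3 lists passed under fry or with an estimated correlation. Adjusted over the list alone, 0 genes of each of the 3 lists were called, as over all genes tested. Counted gene by gene, 40 FoxO signaling genes were higher in irf8 morphants and 37 lower. For FoxO targets the counts were 12 and 17, and for senescence 50 and 32. For FoxO signaling and senescence these counts, from edgeR fold changes, point up, while the medians above, from limma, are below 0. In the limma medians each sum weighs the same, including the irf8 sum of plate 5 with 10 cells. Without plate 5 the medians were 0.04 (FoxO signaling), 0.05 (FoxO targets) and 0.08 (senescence), with camera adjusted p of 0.954, 0.776 and 0.709. Without each other plate the FoxO medians stayed below 0. By p-value, BTG1 led the FoxO target list with a log2 fold change of -0.54 (standard error 0.15, edgeR adjusted p = 0.331, lower on 5 of 5 plates), and it was called in DESeq2 (adjusted p = 0.00109) and among genes with at least 10 counts in every sum (edgeR adjusted p = 0.0190). In all 3 lists cdkn1a was among the leading genes, with a log2 fold change of 0.76 (standard error 0.30, edgeR adjusted p = 0.504, higher on 4 of 5 plates). ZFP36L1, first in the senescence list, had a log2 fold change of 0.74 (standard error 0.28, edgeR adjusted p = 0.481, higher on 5 of 5 plates).
Of all gene UMIs, FoxO target genes took 0.238% ± 0.008 in standard control (SD, n = 5) and 0.211% ± 0.015 in irf8 morphants (SD, n = 5), lower on 5 of 5 plates (two-sided exact sign-flip test, p = 0.062, the smallest p that 5 plates allow; 0.297 adjusted over 19 lists). FoxO signaling genes took 0.372% ± 0.046 and 0.363% ± 0.051 (SD, n = 5 each; exact p = 0.75, adjusted 0.792). Senescence genes took 0.616% ± 0.094 and 0.666% ± 0.135 (SD, n = 5 each; exact p = 0.375, adjusted 0.548), higher in irf8 morphants on 3 of 5 plates. The difference of 0.0500 percentage points was 0.0185 without plate 5, where 10 irf8 cells were kept. It was 0.0393 to 0.0692 without each other plate.
In HSPC-like cells these lists could be compared on plates 1, 2 and 4 alone, a choice made after seeing that plate 3 had no such irf8 cell and plate 5 no such standard control cell. There the senescence list took 0.557% of UMIs in standard control and 0.606% in irf8 morphants, higher on 3 of 3 plates (exact sign-flip test, p = 0.25, the smallest that 3 plates allow). The FoxO target list, lower over all kept cells, took 0.170% and 0.180% here, higher in irf8 morphants on 2 of 3 plates (exact p = 0.5), and the FoxO signaling list 0.315% and 0.350%, higher on 2 of 3 (exact p = 0.75). None of the 3 lists passed camera, with an adjusted p of 0.851 for each in limma. This test rests on 16 FoxO signaling, 8 FoxO target and 24 senescence genes, fewer than over all kept cells. HSPC-like cells were summed as a single group, so a smaller group among them was not tested. The paper proposes from the FoxO signature that ROS may accumulate in HSPCs of irf8 morphants.

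**Figure D1:**
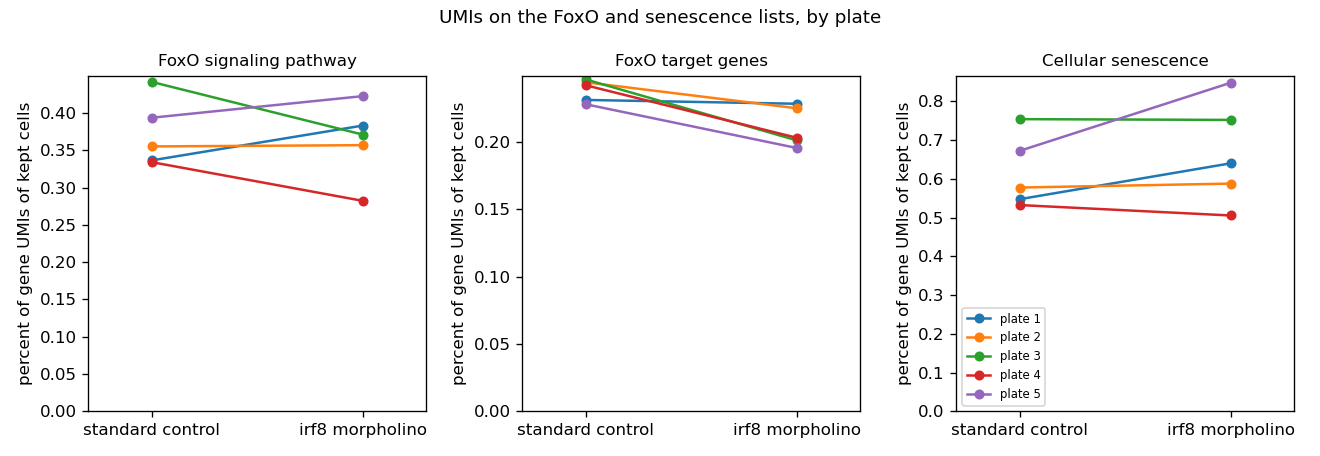
Percent of the gene UMIs of kept cells that fell on the FoxO signaling, FoxO target and cellular senescence lists (y axis) in standard control and irf8 morphants (x axis). Each line joins the 2 sums of 1 plate; FoxO target genes were lower in irf8 morphants on 5 of 5 plates.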

FoxO activity initiates in response to elevated reactive oxygen species (ROS) and mediates detoxification of ROS and repair of ROS-induced damage (23, 24). In murine HSCs, FoxO deletion and ROS accumulation results in dysregulation of apoptosis, cell cycling, and colony formation (25). The enrichment of HSPCs with FoxO activity in *irf8* morphants suggested potential ROS accumulation which is ordinarily resolved by macrophages. In agreement with this, flow cytometric analysis showed higher ROS levels in HSPCs marked by surface Calreticulin, with significant correlation between ROS levels and surface Calreticulin intensity (Spearman’s Correlation; ****P< 2.2e-16) (Fig. 4D). Inhibiting ROS with diphenylene iodonium reduced macrophage-HSPC interactions (Fig. 4E), whereas elevating ROS with hydrogen peroxide or D-Glucose (26) increased macrophage-HSPC interactions (Fig. S5A). Consistent with prior work linking ROS, ER stress, and surface Calreticulin (27), ER stress inhibition by *perk* knock-down also decreased macrophage-HSPC interactions (Fig. S5B). These data show that without macrophages, a population of HSPCs with elevated ROS accumulates, and that higher ROS levels correlate with surface Calreticulin.

Embryos injected with the *irf8* morpholino also had fewer HSPCs marked by genes associated with cell cycling and ERK/MAPK signaling (Figs. 4B–C). 

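HSPC-like cells made up 11.2% ± 9.73 of the kept cells in standard control (SD, n = 5 plates, 72 cells) and 5.77% ± 4.01 in irf8 morphants (SD, n = 5, 27 cells), a mean difference of -5.43 percentage points. The share was lower in irf8 morphants on 4 of 5 plates and higher on plate 5, where 1 of 10 irf8 cells was HSPC-like (two-sided exact sign-flip test, p = 0.312, adjusted over 9 classes 0.562). Treating cell numbers as counts in edgeR, an alternative set in advance, gave a log2 fold change of -1.37 for this cluster with an adjusted p of 0.0235. A cluster of that name was found in 12 of 17 other clusterings. In the remaining 5 the matching cells were left unnamed or named neutrophil-like.
Cells with at least 2 UMIs on the G2/M list, after thinning each cell to 1000 UMIs, made up 50.7% ± 13.4 of kept cells in standard control and 48.8% ± 8.00 in irf8 morphants (SD, n = 5 each), higher in irf8 morphants on 3 of 5 plates and lower on the others (exact sign-flip test, p = 0.812). This is a count of UMIs and does not by itself tell cycling cells. The direction of this difference reversed under several other thresholds, and it was 6.43 percentage points higher in irf8 morphants after thinning to 500 UMIs. Among HSPC-like cells of plates 1, 2 and 4 the share was 69.1% ± 4.18 in standard control and 80.2% ± 17.2 in irf8 morphants (SD, n = 3 each; exact p = 0.5, with 0.25 the smallest possible), from 6 to 33 cells per plate and morpholino. This gap comes from plate 1, where 6 irf8 cells gave 100% against 66.7% in standard control. The share was 73.9% and 69.2% on plate 2 and 66.7% and 71.4% on plate 4.
Over all kept cells the G2/M list (52 genes tested) was higher in irf8 morphants, with a median log2 fold change of 0.34 and a camera adjusted p of 6.1e-05 in limma, but not under fry (adjusted p = 0.853) or with an estimated correlation (adjusted p = 0.880). Its share of UMIs was 0.364% ± 0.140 in standard control and 0.424% ± 0.124 in irf8 morphants (SD, n = 5 each), higher on 3 of 5 plates (exact p = 0.625), and fell from 0.609% to 0.287% on plate 3, where 1 cell gave 48.6% of the standard control sum. The difference of 0.0593 percentage points became 0.153 without the top 2% of cells by UMIs (exact p = 0.062, the smallest possible), 0.155 without plate 3 and 0.0190 without plate 5. In the sums of HSPC-like cells the same list was lower in irf8 morphants, with a median log2 fold change of -0.23 and an adjusted p of 0.0333 by camera in limma and 0.619 by fry. NCAPG and knstrn, both of the G2/M list, had log2 fold changes of 0.89 (standard error 0.26, edgeR adjusted p = 0.350) and 1.02 (standard error 0.29, edgeR adjusted p = 0.331) over all kept cells, higher on 5 of 5 plates, and NCAPG was called in DESeq2 (adjusted p = 0.0441). The S phase list had a median log2 fold change of 0.01 (adjusted p = 0.866 in limma) and the cyclin D list one of 0.08 (adjusted p = 0.552).
The ERK/MAPK target list (18 genes) had a median log2 fold change of 0.15 over all kept cells and an adjusted p of 0.0578 in limma, which passed the threshold without plate 2 (0.0112) and without plate 4 (0.0481), and rose to 0.414 without plate 3, 0.689 without plate 5, 0.853 under fry and 0.880 with an estimated correlation. Its genes took 0.265% ± 0.058 of UMIs in standard control and 0.327% ± 0.115 in irf8 morphants (SD, n = 5 each), higher in irf8 morphants on 4 of 5 plates (exact p = 0.188, adjusted 0.445). MAPK14, the list's first gene by p-value, had a log2 fold change of 0.49 (standard error 0.25, edgeR adjusted p = 0.600). In HSPC-like cells, where 6 of its genes could be tested, the list's median log2 fold change was 0.00 and its adjusted p 0.927 in limma. A second list, of ERK response genes (32 genes), had a median of 0.13 over all kept cells (adjusted p = 0.0973 in limma, 0.853 by fry) and, with 14 genes, -0.32 in HSPC-like cells (adjusted p = 0.324 in limma), where its share of UMIs was 0.301% in standard control and 0.292% in irf8 morphants, higher on 2 of 3 plates (exact p = 1).

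**Figure D2:**
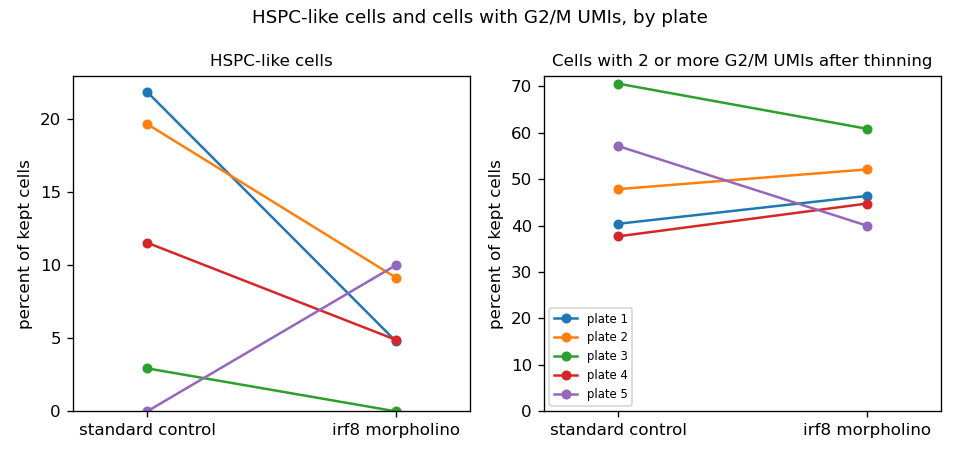
Percent of kept cells that were HSPC-like (left) or had 2 or more G2/M UMIs after thinning (right) in standard control and irf8 morphants (x axis). Each line joins the 2 groups of 1 plate; the HSPC-like share fell on 4 of 5 plates and rose on plate 5, where 10 irf8 cells were kept.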

In accordance with this, depleting macrophages or inhibiting ERK/MAPK without reducing macrophage interactions decreased HSPC proliferation. ERK/MAPK inhibition in the context of macrophage depletion did not further reduce proliferation, indicating that macrophages likely stimulate division via this pathway (Fig. S5C). As inflammation is a critical developmental determinant of HSPC proliferation (28, 29), we reasoned that cytokines expressed by the macrophages, such as *il1b,* could be responsible for HSPC divisions (Fig. S5D) (29, 30). To investigate this possibility, we generated parabiotic fusions of control-injected embryos to *il1b* morpholino-injected embryos (31) and evaluated interactions between HSPCs and macrophages from both parabionts (Fig. S5E). Interactions with control macrophages led to significantly more HSPC divisions than interactions with *il1b* knock-down macrophages, showing that macrophage-produced Il1b promotes HSPC division (Fig. S5F). Additionally, heat shock overexpression of *il1b* rescued HSPC proliferation after macrophage depletion (29) (Fig. 4F). ERK/MAPK inhibition abolished the effect of *il1b* (Fig. S5G), indicating that Il1b*-*mediated HSPC divisions act through ERK/MAPK, matching the proliferation signature identified by single-cell mRNA-sequencing (Figs. 4B–C). These results show that HSPC cycling in the CHT is mediated through ERK/MAPK activity induced by macrophage-derived Il1b.

Our data support a model in which macrophages of the embryonic niche vet the quality of newly formed HSPCs through prolonged physical contact leading to either expansion or engulfment. This process is mediated by display of cell surface Calreticulin, which is associated with elevated ROS. It has previously been reported that metabolic shifts during HSPC generation in the VDA elevate ROS to mediate HIF1α stabilization (26). Cells with high ROS are also at elevated risk for DNA damage and dysfunction (23, 24). Our work suggests that while ROS promotes stem cell emergence in the VDA, titration of ROS is ultimately required for normal hematopoiesis. Although we see no evidence for *vcam1* expression in embryonic macrophages, previous studies have indicated a role for macrophages in HSPC homing (6). Macrophages are involved in HSPC mobilization in the VDA (32), and murine macrophage subpopulations facilitate HSPC engraftment (33). In contrast, our studies find that macrophages in the CHT remove clones with high surface Calreticulin which have not downregulated ROS. Healthy HSPCs with low-to-moderate ROS and Calreticulin experience prolonged macrophage contact and grooming, avoid complete engulfment, and respond to pro-proliferative Il1b enabling competition for marrow colonization.

Our work establishes that stem cells are quality assured for stress levels during development, and this impacts the clones that contribute to blood formation in adulthood. Calreticulin functions as an “eat-me” molecule that initiates macrophage-HSPC interaction and leads to programmed cell clearance or stem cell expansion. Orthologs of CD47 and SIRPα, “don’t-eat-me” signals, have not been identified in zebrafish, but other primitive signals could influence macrophage behaviors. This quality assurance mechanism may also operate in adulthood in response to environmental stress, such as during marrow transplantation or in clonal stem cell disorders including myelodysplasia and leukemia. Macrophages may selectively expand or remove clones of tissue-specific stem cells in other systems similar to our findings. Other tissue stem cells rely on macrophages to assure adequate tissue regeneration (34), which could occur through selective proliferation of certain clones. Manipulating this quality assurance mechanism may have significant therapeutic implications for stem cell disorders and tissue regeneration.

## Supplementary Material

Video S1

Video S2

Video S3

Supp Fig 1

Supp Fig 2

Supp Fig 3

Supp Fig 4

Supp Fig 5

Table S1

Table S2

Supplement

## Figures and Tables

**Fig. 1.**
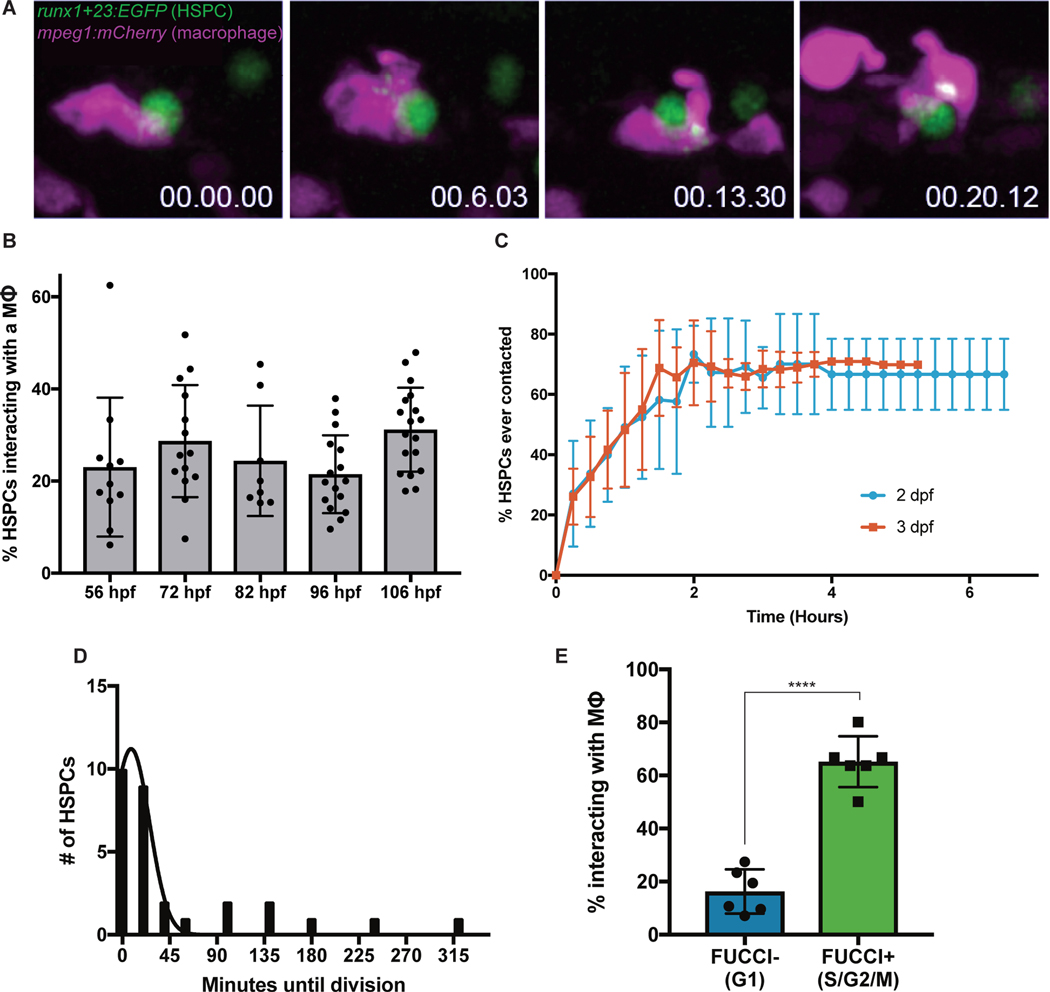
Macrophages make intimate interactions with newly formed HSPCs. (**A**) Time lapse live-imaging identifies prolonged cell-cell contacts between *runx1+23:EGFP*^+^ HSPCs and *mpeg1:mCherry*^+^ primitive macrophages involving exchange of fluorescent material. (**B**) Approximately 20–30% of HSPCs interact with macrophages in the CHT at any one time from 56 hpf to 106 hpf. Mean +/− s.d. (**C**) High-resolution tracking of individual *runx1+23:mCherry*^*+*^ cells over several hours in the CHT reveals that the majority of HSPCs eventually make sustained contact with macrophages (> 5 minutes). Mean +/− s.d. (**D**) HSPCs frequently complete a cell division shortly after macrophage interactions. Approximately 81% of HSPC divisions occur within 30 minutes of a macrophage interaction. Mean +/− s.d. (**E**) Around 65% of Fucci^+^ HSPCs in S/G2/M phases interact with macrophages at any one time, as compared to less than 20% of Fucci^−^ HSPCs. Mean +/− s.d., Unpaired t test; ****P<0.0001.

**Fig. 2.**
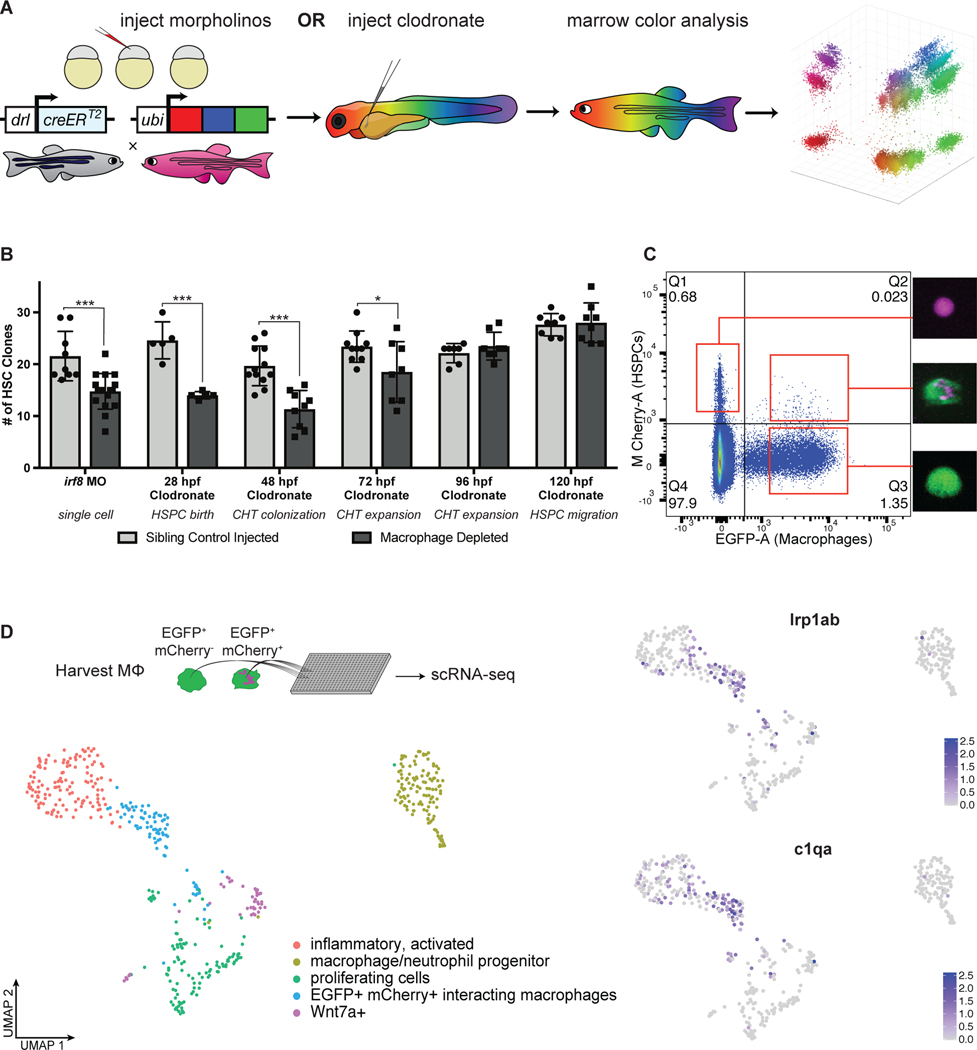
Macrophages in the CHT regulate stem cell clonality. (**A**) A schematic overview of the *Zebrabow-M* system: animals with 15–20 insertions of a multicolor fluorescent cassette are crossed to the *draculin:CreER*^*T2*^ line to enable clonal labeling of lateral plate mesoderm lineages. By treating with 4-OHT at 24 hpf just after HSC specification, individual stem cell lineages express unique fluorescent hues which can be quantified in the adult marrow. (**B**) Families of *Zebrabow-M;draculin:CreER*^*T2*^ animals injected with either clodronate liposomes or the *irf8* morpholino exhibit reduced numbers of HSC clones in the adult marrow, even when macrophages are not depleted until after emergence from the VDA. Mean +/− s.d., Unpaired t test; *P<0.05, ***P<0.001. (**C**) Macrophages (*mpeg1:EGFP*^+^) which have interacted with HSPCs (*runx1+23:mCherry*^+^) and removed fluorescent material can be harvested by FACS. (**D**) Macrophages which engage HSPCs are marked by *lrp1ab* and *c1qa*. Spectral scale reports z-scores.

**Fig. 3.**
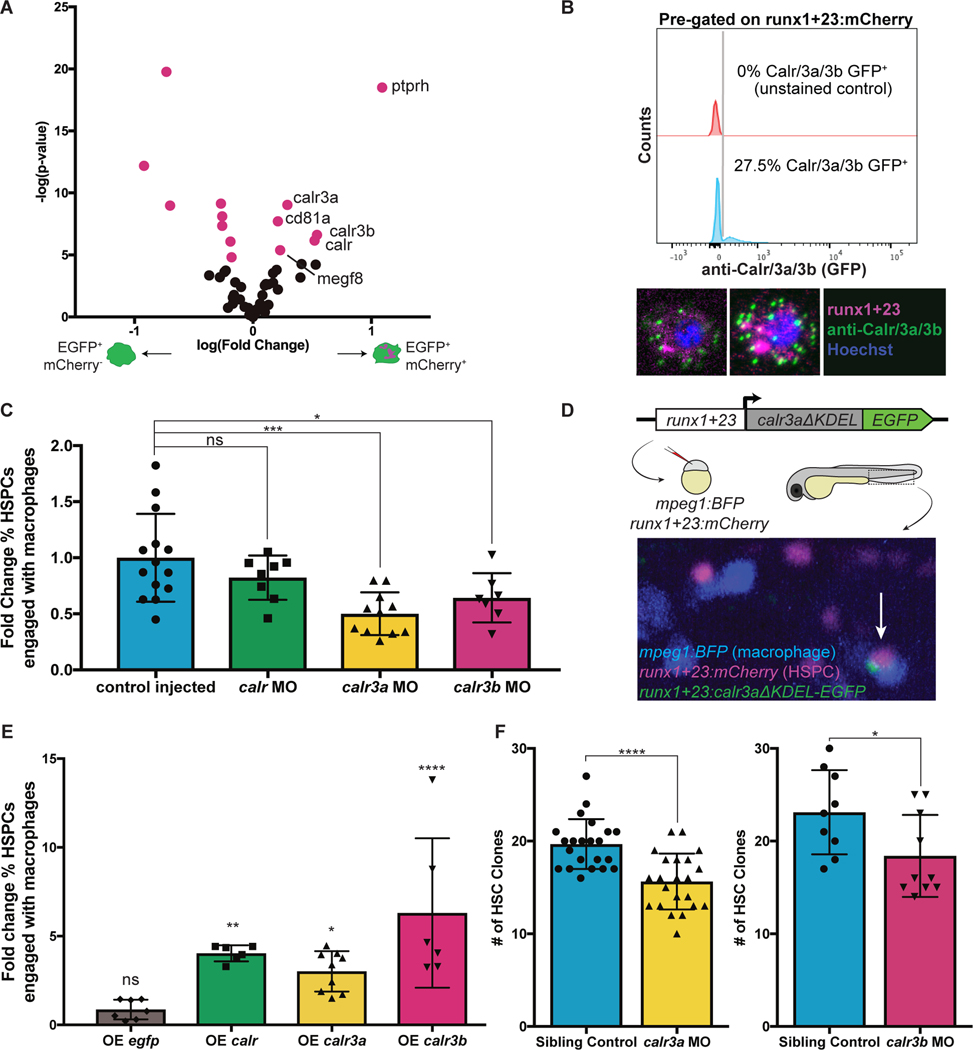
Calreticulin drives HSPC-macrophage interactions to regulate clonality. (**A**) Analysis of differentially enriched potential surface proteins from interacting macrophages identifies three paralogs of Calreticulin. (**B**) Flow cytometry shows ~30% of *runx1+23:mCherry*^+^ HSPCs stain for surface Calreticulin. (**C**) Morpholino knock-down of *calr3a* or *calr3b* significantly reduces the fraction of HSPCs interacting with macrophages at any one time. Mean +/− s.d., One-way ANOVA with Dunnett’s multiple comparisons test; *P<0.05, ***P<0.001. (**D**) Calreticulin paralogs without the ER-retention KDEL sequence were fused to EGFP, driven by the HSPC-specific *runx1+23* enhancer, and injected into stable *runx1+23:mCherry;mpeg1:BFP* embryos. Mosaic animals overexpress Calreticulin in a random subset of HSPCs. Arrow indicates an HSPC overexpressing *calr3a* engaged by a macrophage. (**E**) HSPCs overexpressing *calr, calr3a*, or *calr3b* are more frequently engaged by macrophages compared to non-overexpressing HSPCs in the same embryos. Overexpressing *egfp* alone has no effect. Mean +/− s.d., One-way ANOVA with Dunnett’s multiple comparisons test; *P<0.05, **P<0.01, ****P<0.0001. (**F**) Knock-down of *calr3a* or *calr3b* reduces the number of HSC clones that contribute to adult hematopoiesis. Mean +/− s.d., Unpaired t test; *P<0.05, ****P<0.0001.

**Fig. 4.**
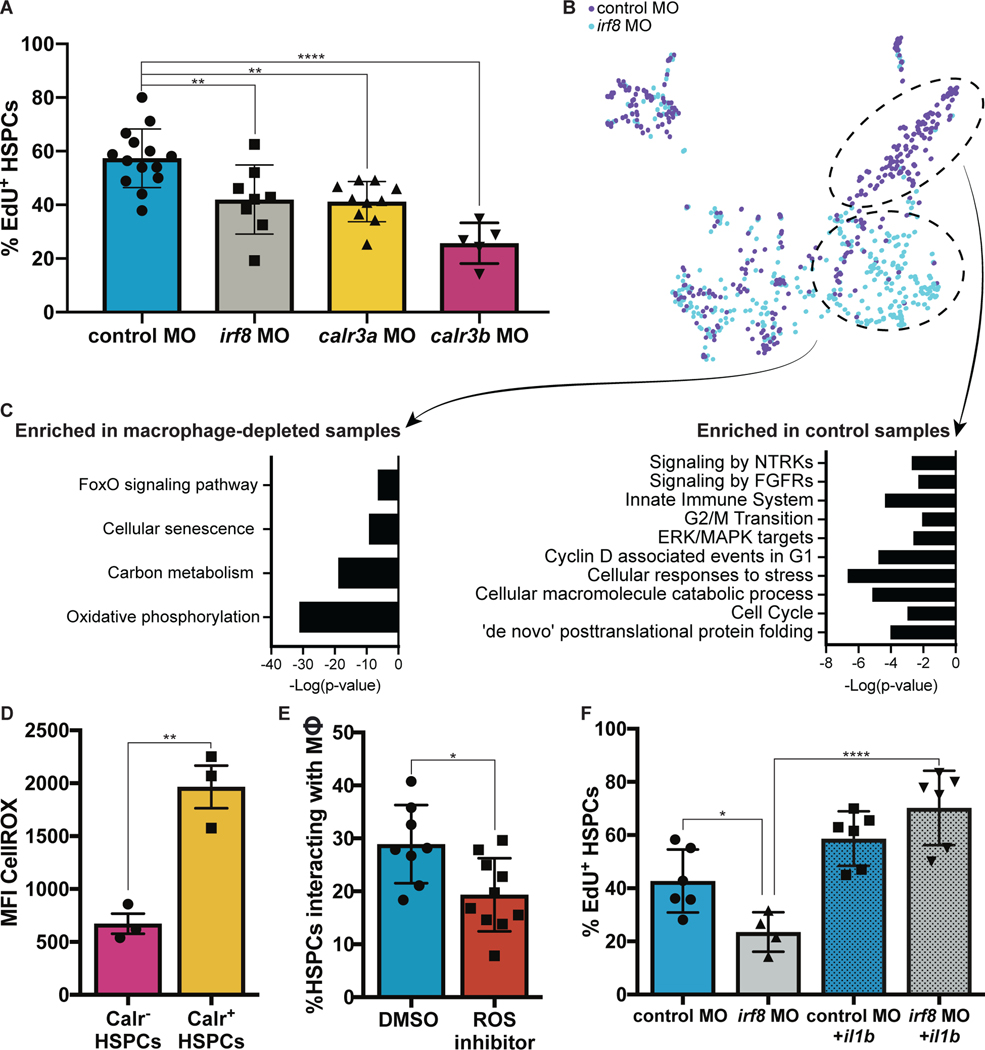
Macrophages buffer HSPC stress and regulate HSPC expansion. (**A**) EdU staining of *runx1+23:mCherry* embryos injected with either the *calr3a*, *calr3b*, or *irf8* morpholinos identifies significant reduction in proliferating HSPCs at 3 dpf. Mean +/− s.d., One-way ANOVA with Dunnett’s multiple comparisons test; **P<0.01, ****P<0.0001. (**B**)(**C**) Single-cell mRNA-seq analysis of *runx1+23*^+^ FACS-purified cells from *irf8* or control morphants reveals a population of stressed HSPCs that persist in the absence of macrophages and a population of cycling cells enriched in the control sample. (**D**) Embryonic HSPCs marked by surface Calreticulin exhibit higher levels of ROS. (**E**) ROS inhibition with diphenylene iodonium significantly reduces macrophage-HSPC interactions. Mean +/− s.d., Unpaired t test; *P<0.05. (**F**) Expression of *il1b* by heat shock rescues the effect of macrophage depletion on HSPC proliferation. Mean +/− s.d., One-way ANOVA with Sidak’s multiple comparisons test; *P<0.05, ****P<0.001.

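After thinning each cell to 1000 UMIs, the HSPC-like cluster gave 0.319% of its UMIs on FoxO signaling genes and 0.519% on senescence genes. The thrombocyte-like cluster of 14 cells gave 0.593% and 0.721%. The neural-like cluster, whose name is provisional, gave 0.489% and 0.748%. The mesenchyme-like cluster, which may be cartilage, gave 0.456% and 0.726%. Among the 15 clusters the G2/M list took the largest share, 0.918%, in cluster 8, an erythroid-like cluster of 61 cells, against 0.525% in the HSPC-like cluster. Cluster 8 held 7.95% ± 11.6 of kept cells in irf8 morphants and 1.12% ± 1.85 in standard control (SD, n = 5 plates), and was higher in irf8 morphants on 2 plates and absent from the other 3 (exact sign-flip test, p = 0.5). Erythroid-like clusters were split by plate, and plates 3 and 5 had 0 erythroid-like cells. The muscle-like cluster 4 held 22.1% ± 26.1 and 9.64% ± 12.4, higher in irf8 morphants on 4 of 5 plates (exact p = 0.125). With the cells clustered anew, its difference of 12.4 percentage points became 7.69 without plate 3. It was 11.5 to 15.6 without each other plate. Clusters 4 and 8 were singled out after their values were seen. After adjustment over the 15 clusters 0 passed in the exact test, which with 5 plates could not have passed, while edgeR on cells per cluster called 4: cluster 3, the HSPC-like one (lower in irf8 morphants, adjusted p = 0.0235), and clusters 4 (0.00223), 8 (0.00127) and 10 (0.0235), higher in irf8 morphants. Cluster 10 was left unnamed for its lens crystallins. By the marker rule alone it had 9 of 10 erythroid markers, and erythroid genes took 33.8% of its thinned UMIs. Its cells are not in the erythroid-like share.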

## Data Availability

All data are available in the main text or the supplementary materials. The scRNA-seq data are available in the NCBI Gene Expression Omnibus (GSE196553). Proteomic data are available in the MassIVE database (MSV000088780) and PRIDE repository (PXD031434).

# Supplementary material for: Quality assurance of hematopoietic stem cells by macrophages determines stem cell clonality
**Source:** Science. Author manuscript; Available in PMC 2022 Sep 30.
**Supplement:** Table S2

**Table S2. Sequences for morpholinos used in this study**

| Morpholino       | Sequence                        | Source     |
|------------------|---------------------------------|------------|
| standard control | 5' CCTCTTACCTCAGTTACAATTTATA 3' | GeneTools  |
| <i>irf8</i>      | 5' TCAGTCTGCGACCGCCCGAGTTCAT 3' | (16)       |
| <i>calr</i>      | 5' AACAGTAGGGATAACGCAGTCATCT 3' | This paper |
| <i>calr3a</i>    | 5' GCAGCAGTGATCCGCATCTCTGCAC 3' | This paper |
| <i>calr3b</i>    | 5' AAAGAAATGACTCCCGCACGCTCGC 3' | This paper |
| <i>perk</i>      | 5' ACTGAAACCCCTTTCCATTGGGAC 3'  | (55)       |
| <i>ern1</i>      | 5' CGCCATCACGCACACATATAAACG 3'  | This paper |
| <i>atf6</i>      | 5' ACATTAAATTCGACGACATTGTGCC 3' | (56)       |
| <i>il1b</i>      | 5' CCCACAAACTGCAAAATATCAGCTT 3' | (31)       |

How the deposited data were processed for this re-analysis (not part of the article)

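Single runx1+23:mCherry cells sorted at 72 hpf from standard control and irf8 morphants were sequenced by SORT-seq on 5 plates. The values deposited by the authors are estimated counts: per gene and well, the unique UMIs were counted by the authors and turned into an estimated number of transcripts by a correction for UMI collisions, which was read from the values themselves, without scaling for depth. Inverting that correction gave whole UMIs for 100% of the values (tolerance 1e-06). Of the UMIs of kept cells, 6.31% fell on spike-ins, which were left out. The tables list 23628 gene IDs, of which 18186 have a symbol in the name table used here. Many symbols are written in human style, so some zebrafish paralogs could not be told from one another by name, and no gene was found under the symbols runx1, calr3a, calr3b, il1b, vcam1a, kdrl or lrp1ab.

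Cells with at least 1000 UMIs were kept, and their counts were summed per plate and morpholino and rounded. The 10 sums held 91151 to 2078384 UMIs. A gene seen in none of the kept cells of one morpholino has an upper limit of 0.642% (standard control) or 0.644% (irf8) of cells with a UMI. Sums were compared with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test) in R 4.3.3 with the plate as a block and Benjamini-Hochberg adjustment at 0.05. The pairing by plate comes from the sample labels. After removing group means, the 2 sums of a plate correlated across genes by 0.132, 0.240, 0.276, 0.283 and 0.0562 for plates 1 to 5, so that on plate 5 the pairing rests on the labels alone. Genes are not independent replicates. On simulated data with 200 changed genes the test called 0 at a log2 change of 1, 170 at 2 (with 6 unchanged genes) and 194 at 4 (with 14 unchanged genes), so in this simulation, with the gene filter used for the results reported, changes of 1 on the log2 scale were not called. With fewer genes tested or another tool smaller changes were called in the data.

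The 19 gene lists were written by hand, most of them after the pathway names in Fig. 4C, and are not the databases' own lists. They were tested with camera (limma 3.58.1, correlation 0.01) and as shares of UMIs with a two-sided exact sign-flip test, which with 5 plates cannot go below 0.062. The named genes are the targeted gene, genes the paper names, called genes, and up to 3 genes per list with the smallest p. The choice of tests, lists, alternatives and named genes was made before the data were examined, except where stated.

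Cells were clustered with scanpy 1.11.5 (2000 variable genes without those called between morpholinos, 30 components, 15 neighbours, Leiden resolution 1 in igraph 0.11.9). A marker counted for a cluster if detected in at least 25% of its cells and at least 4-fold over the lower quartile of the cluster means, and a name needed 3 markers. A cluster with 3 or more lens crystallins among its 10 leading genes was left unnamed. In all, 3 versions of the clustering and naming were run. The neighbour graph and the naming rule of the version reported were chosen after tables of clusters by morpholino had been seen, because another version joined lens cells with other cells and could not name a class that holds most cells. The comparison of clusters between morpholinos is therefore not independent of that choice, and all 3 versions are given below. HSPC-like clusters of other settings were matched by shared cells and not by name, also a choice made after seeing that 5 settings gave no cluster of that name.

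Tests of genes and lists in HSPC-like cells had been set to run if every sum held at least 10 such cells. This held for 4 of the 10 sums, so they were not run as set. They were run on plates 1, 2 and 4, chosen after seeing the counts. Alternatives covered the normalization (with DESeq2 1.42.0), filters on genes and cells, thinning, the replicate block, the set test, the clustering and leaving out each plate.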

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

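The tests in this part were chosen after the values had been seen. Of 38 groups of 5 plates, 3 had a plate far from the others, where chance gives about 1 in 20 groups (1.90 of 38).

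The muscle-like share of irf8 cells was 67.4% on plate 3, far above the other plates. The standard control cells of plate 3 also had the highest muscle-like share of their group, 29.4%. A sort of plate 3 that took in more muscle cells, whatever the morpholino, is a candidate explanation for the high level on this plate. The difference between morpholinos on the plate is left open, since position on the plate and morpholino changed together. An effect of the morpholino on the cells sorted was not tested.

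The G2/M list took 0.609% of the UMIs of standard control cells on plate 3. A single cell gave 48.6% of the UMIs of this sum. Without the largest cell of each plate the share was 0.371% on plate 3, which remained above the other plates (0.255% to 0.347%) but no longer stood apart, with a gap of 0.205 of the range against a critical value of 0.71. That 1 cell may account for part of the high value, and the rest cannot be told apart from the spread between plates. No biological explanation was tested.

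Mitochondrially encoded genes took 8.13% of the UMIs of irf8 cells on plate 3. Without muscle-like cells the share was 7.42%, above the 4.17% to 5.14% of the other plates, which argues against more muscle-like cells as the whole cause. The standard control cells of plate 3 also had the highest share of their group, 5.78%. Stress during the sort of this plate was not tested.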

How the results depend on the processing

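The first and second clustering runs, HSPC-like cells of plates 1, 2 and 4, cells without macrophage-list UMIs, the set of ribosomal protein genes and the matching of HSPC-like clusters by shared cells were chosen after seeing the data. The cause was not tested for any change below unless stated.

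The number of genes called over all kept cells, 1, became 356 with no filter on low counts, 114 with at least 10 counts in every sum (fewer genes tested, 1187), 129 after thinning each cell (1027 tested), 216 in DESeq2, and 0 with no replicate block, without the top 2% of cells by UMIs or with cells with macrophage-list UMIs left out. Of the called genes, 181 were higher and 175 lower in irf8 morphants without the filter, 12 and 102 with at least 10 counts, 41 and 88 after thinning, and 60 and 156 in DESeq2. Ribosomal protein genes made up 62 of the 102, 53 of the 88, 60 of the 156 and 21 of the 175 lower genes, and 0 of the higher ones. Without each replicate in turn the number called was 0 to 1. It was 0 without any one of plates 1 to 4, so the call rests on each of them. The log2 fold change of si:dkey-238c7.12 stayed between -2.17 and -1.39 in all 18 alternatives.

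The number of gene lists called, 2, became 0 under fry, 0 with an estimated correlation, 0 by over-representation, 5 with at least 500 UMIs, and 2 to 6 without each replicate. The G2/M list's adjusted p rose to 0.853 under fry, 0.880 with an estimated correlation and 0.373 after thinning, where 6 of its genes could be tested against 52. It was 2.79e-15 without the top 2% of cells. Leaving out each replicate gave adjusted p of 1.64e-16 to 0.0265 for G2/M, 0.915 to 0.973 for FoxO signaling, 0.174 to 0.776 for FoxO targets, 0.261 to 0.776 for S phase, 0.414 to 0.989 for cyclin D and 0.0112 to 0.689 for ERK/MAPK targets. The direction reversed for FoxO signaling without plate 3, for FoxO targets and S phase without plate 5, and for cyclin D without plates 1 and 5. It also reversed under fry for S phase (0.853) and cyclin D (0.920), and after thinning for cyclin D (0.841). The senescence list kept its direction in all 15 alternatives. In HSPC-like cells of plates 1, 2 and 4, 14 genes (1 higher, 13 lower, 9 of them ribosomal protein genes) and 2 lists were called, and 0 lists under fry. The mitochondrially encoded list passed after thinning (0.00707), with at least 500 UMIs (0.0373) and without plates 2 (0.0380) and 5 (0.0413), and the ERK response list without plate 2 (0.00233).

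The UMI share of FoxO signaling genes, irf8 minus standard control, was -0.00903 percentage points and turned to 0.0104 with each cell weighted equally and 0.0172 without the top 2% of cells. Without each replicate it was -0.0230 to 0.00637. That of FoxO targets was -0.0278 and passed in the unpaired exact test (p = 0.0159). Paired tests with 5 plates cannot pass, so their staying above 0.05 says nothing about stability.

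The share of cells with 2 or more G2/M UMIs, irf8 minus standard control, was -1.91 percentage points, and cycling cannot be read from such a threshold alone. It reversed to 2.30 with at least 1 UMI, 2.09 with at least 3, 3.82 on the S list, 3.33 when not thinned, 6.43 when thinned to 500 UMIs and 11.1 in HSPC-like cells, the last from 6 irf8 cells of plate 1. Without each replicate it was -4.15 to 1.90.

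The HSPC-like share stayed lower in irf8 morphants in all 19 alternatives, by edgeR with a log2 fold change of -1.37, but in 5 of 17 other clusterings (resolution 0.5, 1000 variable genes, at least 500 UMIs, without plate 1 and without plate 4) no cluster had that name, and the cells were followed by their overlap of 0.662 to 0.855 with the cluster reported. The 3 clusterings run gave -5.43, -5.75 (first) and -4.87 (second). Without plate 1 the difference was -2.75 and without plate 5 -10.4. The erythroid-like share, -5.39, was -4.85 to 4.15 without each replicate, and its number of cells moved from 424 to 375 and 173 in the first and second clustering run. Cluster 8 reversed at resolution 0.5 (-1.04) and with 1000 variable genes (-0.362), where its cells were joined with others. Across the other clusterings the matched cluster overlapped with it by 0.189 (without plate 2) to 0.753 (first clustering run). A kept direction there need not be that of the same cells. By edgeR on cells per cluster 4 clusters passed, against 0 by the exact test.

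The alternatives set for genes and lists in HSPC-like cells were not run, since the condition of 10 cells in every sum was not met. Simulated changes of 1 on the log2 scale were not called with filterByExpr, whereas with at least 10 counts in every sum smaller changes were called in the data, among them 62 ribosomal protein genes (median log2 fold change of the set -0.58). The transcript of irf8 itself was too low to test.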

Differences from the paper's values

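The paper gives no value for this experiment on a measure computed here, so these are differences in direction or call. The HSPC-like cells compared below had 1 HSPC marker (MYB) and 1 lymphoid marker (CCR9) among their 10 leading genes, and are not shown to be the paper's HSPCs. They formed a single cluster that was not divided further, and the lists were tested on sums of cells. The paper's statements are about populations of HSPCs, and a shift between such populations could not be seen in these clusters and sums.

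The paper reports a population of HSPCs enriched in irf8 morphants with genes of FoxO activity and senescence. Over all kept cells the FoxO target list pointed down in irf8 morphants (adjusted p = 0.317 in limma), and up without plate 5 (0.776). The FoxO signaling list did not differ detectably (0.917), and 0 clusters passed in the exact test, for which 5 plates are too few. By edgeR on cells per cluster, an alternative set in advance, 3 clusters were higher in irf8 morphants, the muscle-like cluster 4 (adjusted p = 0.00223), the erythroid-like cluster 8 (0.00127) and the unnamed cluster 10 (0.0235), and the HSPC-like cluster was lower (0.0235). In HSPC-like cells of plates 1, 2 and 4, chosen after seeing the values, the UMI share of senescence genes was higher in irf8 morphants on 3 of 3 plates (exact p = 0.25, the smallest possible), and that of FoxO targets on 2 of 3 (exact p = 0.5). The paper's own clusters were not used here.

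The paper reports fewer HSPCs with cell cycling genes in irf8 morphants. Over all kept cells the G2/M list was higher in irf8 morphants under camera (adjusted p = 6.1e-05) and not under fry. In HSPC-like cells of plates 1, 2 and 4, chosen after seeing the values, it was lower, which is the paper's direction. Camera gave an adjusted p of 0.0333 in limma and fry 0.619. Its share of UMIs was 0.613% in standard control and 0.538% in irf8 morphants, lower on 2 of 3 plates (exact p = 0.5). The share of these cells with 2 or more G2/M UMIs after thinning went the other way. It was 69.1% in standard control and 80.2% in irf8 morphants, higher on 2 of 3 plates (exact p = 0.5). That gap comes from plate 1, which held 6 such irf8 cells. The S phase list there gave no clear direction. It was higher by camera (median log2 fold change 0.22, adjusted p = 0.310 in limma). Its mean share of UMIs was 0.376% in standard control and 0.462% in irf8 morphants, but lower on 2 of 3 plates (exact p = 1). The number of HSPC-like cells itself was lower in irf8 morphants by edgeR (adjusted p = 0.0235), an alternative set before the data were examined, and in the exact test, which with 5 plates cannot pass, the share was 11.2% in standard control and 5.77% in irf8 morphants, lower on 4 of 5 plates (p = 0.312).

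The paper reports fewer HSPCs with ERK/MAPK genes in irf8 morphants. Here the ERK/MAPK list was higher in irf8 morphants over all kept cells (adjusted p = 0.0578 in limma, 0.853 by fry) and showed no detectable difference in HSPC-like cells (0.927), where it rests on 6 genes. The ERK response list was higher over all kept cells (median log2 fold change 0.13, adjusted p = 0.0973 in limma) and lower in HSPC-like cells (-0.32, adjusted p = 0.324), the latter in the paper's direction, while its share of UMIs there was 0.301% and 0.292%, higher in irf8 morphants on 2 of 3 plates (exact p = 1). Fig. 4C places oxidative phosphorylation with irf8 morphants, and here that list pointed down over all kept cells (adjusted p = 0.327 in limma). In HSPC-like cells of plates 1, 2 and 4, chosen after seeing the values, it did not differ detectably (median log2 fold change -0.04, camera adjusted p = 0.851). Its mean share of UMIs there was 2.11% in standard control and 2.16% in irf8 morphants, but lower on 2 of 3 plates. The separate list of mitochondrially encoded genes pointed up, which is the figure's direction. Over all kept cells its median log2 fold change was 0.12 (adjusted p = 0.0828 in limma, 0.853 by fry, 0.00707 after thinning, 0.414 without plate 3). It took 4.55% of UMIs in standard control and 5.33% in irf8 morphants, higher on 4 of 5 plates (exact p = 0.188). The difference of 0.778 percentage points became 0.387 without plate 3 and 1.06 without plate 5. In HSPC-like cells of plates 1, 2 and 4, chosen after seeing the values, the list took 6.28% and 8.54%. This was higher on 3 of 3 plates (exact p = 0.25, the smallest possible; camera adjusted p = 0.0773, fry 0.550). There MT-CO1 was called, with a log2 fold change of 0.67 (standard error 0.07, edgeR adjusted p = 0.00156), against 0.39 (edgeR adjusted p = 0.600) over all kept cells. Fig. 4C places cellular responses to stress with standard control. Here the heat shock list, which is a different and shorter list, was higher in irf8 morphants by camera (adjusted p = 0.00103). It did not pass under fry (adjusted p = 0.800) or in camera with an estimated correlation (adjusted p = 0.880).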

Other observations

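Tests on other splits of the sums for gene lists, clusters and HSPC-like cells, tests of HSPC-like shares and of the G2/M list, the tests of the called gene in and outside HSPC-like cells and without cells with macrophage UMIs, and all tests of ribosomal protein genes were chosen after the results were seen. For genes over all kept cells the tests on position, depth and splits were set in advance.

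Chance could not be excluded for any of the counts of genes, lists or clusters that are set against other splits below. This does not cover the counts of called genes under the alternative settings. Of the 16 splits of the 10 sums that part the pair of every plate, 4 called at least 1 gene, up to 40, and of 84 other splits 5 did, up to 63. For gene lists under camera, 13 of the 16 splits called at least the 2 lists of the real split, and as many as 6. For cells per cluster under edgeR, 2 of the 16 splits called 4 clusters. On plates 1, 2 and 4 in HSPC-like cells, 1 of 4 splits, the real one, called 14 genes, and 3 of 4 splits called at least 2 lists. Neither 16 nor 4 splits can give a share below 0.05.

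Several technical explanations were weighed for si:dkey-238c7.12, the called gene. Its log2 fold change was -1.64 after thinning and still passed, which argues against a difference in depth as the whole cause. In HSPC-like cells of plates 1, 2 and 4 it was -0.83 (standard error 0.13, edgeR adjusted p = 0.0185), which argues against another share of erythroid cells as the whole cause, though the change was smaller there. The gene gave 3432 CPM in HSPC-like and 8076 in neutrophil-like cells, against 147 in erythroid-like cells. In the cells of clusters other than HSPC-like and neutrophil-like its log2 fold change was -1.78 (standard error 0.32), with an edgeR p of 0.000596 (0.326 adjusted over all genes), which argues against a lower share of these cells among irf8 wells as the whole cause, while a part stays open. Between the 2 parts of the wells of one morpholino 0 genes were called by edgeR in standard control and 0 in irf8 morphants (148 and 282 at an unadjusted p below 0.05), and a single call is too few to set against position on the plate. Without cells that hold 3 or more UMIs of macrophage genes (17.8% of standard control and 22.7% of irf8 cells) its log2 fold change was -1.39. These UMIs came in large part from LGMN (287 UMIs in standard control, 535 in irf8 morphants), and the filter removed more irf8 than standard control cells, so this test decides nothing, and macrophages holding mCherry material remain open as a source. Macrophage genes took 0.0226% of UMIs in standard control and 0.0176% in irf8 morphants, lower on 5 of 5 plates (exact p = 0.062, the smallest possible). The fall was by far the largest on plate 1, from 0.0344% to 0.0176%. On plate 2 the share went from 0.0219% to 0.0193%, and on plates 3 to 5 the falls were smaller still. An effect of the morpholino on the gene itself also stays open.

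Ribosomal protein genes, which the paper does not discuss for this experiment, were lower in irf8 sums: 68 of 68 tested had a log2 fold change below 0 with TMM, with library size alone, in DESeq2 and with globin genes left out (69 of 70 without a filter on low counts), 65 of them on 5 of 5 plates, and the median was -0.60, against -0.03 for all genes tested. With the gene filter used for the results reported, 0 of them passed in edgeR and 65 had an unadjusted p below 0.05. In edgeR 62 passed with at least 10 counts in every sum, 53 after thinning and 21 without a filter. In DESeq2 60 passed. They took 13.4% ± 0.934 of UMIs in standard control and 9.25% ± 2.50 in irf8 morphants (SD, n = 5 each), lower on 5 of 5 plates (exact p = 0.062, the smallest possible). The median was -0.57 after thinning, which argues against depth as the whole cause, and -0.39 in HSPC-like cells of plates 1, 2 and 4, which argues against another share of erythroid cells as the whole cause. Within one morpholino the later wells were lower too, with a median of -0.27 between the 2 parts of the irf8 wells and -0.11 between those of standard control. The share changed by -1.72 percentage points within the irf8 wells (lower on 5 of 5 plates, exact p = 0.062) and by -1.13 within those of standard control (lower on 4 of 5, exact p = 0.188), and by -2.84 from the second standard control part to the first irf8 part (lower on 4 of 5, exact p = 0.125). Position on the plate is a candidate explanation for at least part of this difference, and the rest changed together with the morpholino. An effect of the morpholino stays open, untested.

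The lower share of HSPC-like cells was set against position and the choice of clustering. Between the first and second part of the standard control wells the share differed by -1.66 percentage points (exact p = 0.625), and between those of irf8 morphants by 1.14 (exact p = 1), which does not decide whether position plays a part. Under the second clustering run the difference between morpholinos was -4.87 percentage points (exact p = 0.375), against -5.43 (exact p = 0.312) in the one reported. The direction was the same in the 3 versions, and since 5 plates cannot pass this test, the part played by the choice of clustering is left open.

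For the G2/M list, higher in irf8 sums over all kept cells, the median log2 fold change in HSPC-like cells of plates 1, 2 and 4 was -0.23. More erythroid cells in cycle among irf8 wells may contribute, but cluster 8 was found on plates 1 and 2 alone. The erythroid-like clusters were split by plate, with clusters 1 and 7 also on plates 1 and 2 alone, clusters 2 and 9 nearly all on plate 4, and 0 erythroid-like cells on plates 3 and 5, so cluster 8 says nothing about the other plates, and this cannot be told apart from the spread between plates.

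The heat shock list was higher in irf8 morphants over all kept cells (median log2 fold change 0.33, camera adjusted p = 0.00103 in limma, fry adjusted p = 0.800), with 2.19% of UMIs in standard control and 2.52% in irf8 morphants, higher on 5 of 5 plates (exact p = 0.062, the smallest possible). Genes of the antioxidant list took 1.15% ± 0.682 and 0.970% ± 0.597 (SD, n = 5 each), lower on 5 of 5 plates (exact p = 0.062). Their median log2 fold change was -0.31 (camera adjusted p = 0.0578 in limma). This list passed camera with at least 500 UMIs (adjusted p = 0.0486), without plate 2 (0.00784) and without plate 5 (0.0385). Its adjusted p rose to 0.414 without plate 3, 0.800 under fry and 0.880 with an estimated correlation. After thinning, erythroid-like clusters gave 2.56% to 3.36% of UMIs on this list, against 0.825% in the HSPC-like cluster. The share of erythroid-like cells was lower in irf8 morphants on 3 plates, though UMIs of erythroid genes were higher on 4 of 5. The list also fell on plates 3 and 5, which had 0 erythroid-like cells. A change in the mix of cells was not told apart from one in expression. In HSPC-like cells of plates 1, 2 and 4 the heat shock list was also higher (median 0.33, camera adjusted p = 0.0231 in limma, fry 0.550), with 1.67% and 2.27% of UMIs, higher on 3 of 3 plates (exact p = 0.25, the smallest possible). The antioxidant list there was again lower by camera (median -0.27, adjusted p = 0.415 in limma), while its share of UMIs was 0.946% and 0.977%, higher on 2 of 3 plates (exact p = 0.75). Over all kept cells the oxidative phosphorylation list had a median log2 fold change of -0.14 and an adjusted p of 0.327 in limma. It passed without the top 2% of cells by UMIs (0.0266) and without plate 4 (0.0481). Of the paper's genes with a test, MYB had a log2 fold change of -1.11 (standard error 0.38, edgeR adjusted p = 0.455) and CALR one of 0.41 (standard error 0.32, edgeR adjusted p = 0.765).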
